A study of Mus musculus with 8 samples. Its data were reported in "DDX5 promotes oncogene C3 and FABP1 expressions and drives intestinal inflammation and tumorigenesis" (2020).

How the data were processed

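RNA bound by DDX5, a DEAD-box RNA helicase, was mapped by enhanced cross-linking and immunoprecipitation (eCLIPseq) in intestinal epithelial cells (IECs) of C57BL/6 mice. In this assay, cells are irradiated with UV light so that proteins become linked to the RNA they touch, the RNA is trimmed by RNase, the protein is immunoprecipitated (IP) and the attached RNA fragments are sequenced beside a size-matched input library that skipped the IP. The labels gave 8 samples. Small intestine IECs of 8-week-old female mice had 2 CLIP and 2 input samples. Colonic IECs had 1 CLIP and 1 input sample for an antibody named mAb, and 1 CLIP and 1 input sample for an antibody named rAb. The labels listed the same catalogue number for the antibody in all CLIP samples, so what separates mAb from rAb is not known here. The names of the deposited colon lists also mark each as merged from replicates 1 and 2, although the labels give 1 CLIP sample per antibody, so a colon list may pool 2 replicates. The labels of the colon samples were also at odds with each other. The genotype was given as wild type, and the growth protocol named 120-day-old mice with a floxed Apc allele and a CDX2-driven Cre. The paper describes its colon eCLIPseq as done with 2 independent wild-type mice, as in the genotype label. It does not say how these mice relate to the 2 antibody samples.

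The authors called peaks with CLIPper on the IP library after trimming, removal of repeat elements and alignment. For each peak, the deposited log2 fold is the number of IP reads over the number of input reads, each normalized for read depth. The deposited −log10 p is from a test of the same reads, and the authors' files hold it up to a cap of 400. Peaks of the small intestine were merged over both replicates by the Irreproducible Discovery Rate procedure, and the deposited list held only peaks with both values above 3. Values per replicate were not analysed here. The 2 colon lists held all called peaks, whether or not they were enriched. The colon libraries followed a single-end protocol and the small intestine libraries a paired-end protocol, so tissue, protocol and peak selection changed together. The scores belong to the peaks of each list as the authors computed them. Log2 folds were used to rank and filter peaks within a list, and their rank order was compared between lists as a description.

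Peaks past the cutoff of 3 for both −log10 p and log2 fold, as in the study, are called sites below. A further peak list of the series, with 2 columns of values, matched no sample label and was not used. Genome build GRCm38 was checked against the gene annotation: 12 of 16455 peaks in the mAb list, 16 of 9146 in the rAb list and 4 of 1278 in the small intestine list lay outside every GENCODE M21 gene on their strand. Coordinates are given on GRCm38, counted from 1.

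Each peak was assigned a region of GENCODE M21 by any overlap on its strand, with priority to coding sequence, then 5′ UTR, 3′ UTR, exon of a non-coding transcript, intron within 500 bases of an exon (proximal) and other intron (distal). For the small intestine, the gene written in the authors' deposited table matched in 96.9% of sites and the region in 89.4%. Coding sequence was compared between sites and the other called peaks of the same list by a two-sided Fisher's exact test on peaks. Peaks of a gene are not independent, so a 95% interval of the odds ratio was also taken from 10000 resamplings of whole genes. Shares have exact (Clopper-Pearson) 95% intervals, which cover counting error only. Overlaps of sites needed at least 1 base on the same strand. Expected overlaps came from 10000 random draws of as many peaks, or genes, from all those called in the list, and the range given is from the 2.5% to the 97.5% point of the draws. No p-value was computed between lists, since each group had 1 list.

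The files held no read counts. In the colon lists, however, the pairs of log2 fold and −log10 p could be traced to whole reads. The commonest log2 fold was read as 3 IP reads over 1 input read, which fixed the depth ratio of the libraries. For each peak the smallest whole IP and input reads were sought that gave the fold and the −log10 p. The −log10 p was computed by an exact binomial test or, for larger numbers, a chi-square test with Yates' correction. It had to match within 1%, or within a small fixed difference for low values. This gave back 99.6% of 13011 peaks in the mAb list and 99.4% of 8282 in the rAb list. Peaks at the cap and peaks with a −log10 p of 0 were not included. An input of 1 read stands for 0 or 1 read, since a pseudocount of 1 is not distinguishable from a read. The input library held 1.48 times the reads of the IP library for mAb and 3.15 times for rAb. Read numbers of the small intestine were not traced.

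Sequence at peaks was searched, with 15 bases on either side, for the 13-base end of an Illumina sequencing adapter (GCTCTTCCGATCT). It was also aligned by BLAST+ 2.17.0 to 66 ribosomal RNA sequences of the reference annotation, and at least 20 aligned bases at 90% identity counted as a match, as did a peak in a gene annotated as ribosomal RNA. Scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9. On simulated lists of the size of the mAb list, the Fisher test called 8 of 100 lists with no difference in coding share and 100 of 100 with an odds ratio of 0.4. For the rAb list size these numbers were 8 and 100 of 100. In these simulations coding status did not depend on the gene, so they do not address peaks of a gene being alike. For each colon list, 3000 peaks were also simulated from known reads. Both reads were given back for 100% of those with a −log10 p above 0. The commonest simulated peak was set to 3 IP reads over 1 input read, so this could not test that reading.

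Genes named by rule were C3, Fabp1, Ahcyl1, Shroom3 and Ddx5, the 5 genes with the highest log2 fold in each list, and the 5 genes with sites in all 3 lists whose lowest best log2 fold was highest. Some genes chosen by this rule are not reported here. The cutoff, the merging of adjacent intervals, the genes and background counted, the way a region is assigned and the overlap rule were varied, with the effects given after the report. The comparisons, the named genes and these settings were fixed before the data were examined, except where the closing section says otherwise.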

Results

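To find RNAs bound by DDX5 in the intestinal epithelium, eCLIPseq compared IP libraries with size-matched input in the colon, with 2 antibody samples (mAb and rAb), and in the small intestine, with 2 replicates merged into 1 list. The colon lists, which may each pool 2 replicates, gave no values per replicate, and those of the small intestine were not analysed here, so the comparisons below describe lists and not conditions. The mAb list held 16455 called peaks on 5191 genes, the rAb list 9146 on 3609 genes and the small intestine list 1278 on 467 genes. Peaks were short, with a median width of 48 bases in each colon list and 57 in the small intestine.

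With the cutoff of 3 for −log10 p and for log2 fold, the mAb list had 201 sites on 138 genes, the rAb list 182 sites on 109 genes and the small intestine list 1278 sites on 467 genes. These were 1.22% of the called peaks in the mAb list and 1.99% in the rAb list. In the small intestine, every listed peak was past the cutoff. In the mAb list, the looser cutoff of 1 for log2 fold moved the number of sites most, to 420. Adjacent intervals often belonged to a single stretch: joining those within 10 bases left 158 sites in the mAb list, 134 in the rAb list and 1026 in the small intestine. Neat1 had the most sites in the mAb list (12), Myh9 in the rAb list (16) and Malat1 in the small intestine (54), where Neat1 followed with 49.

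The depth behind the colon sites was low. The commonest called peak was 3 IP reads over 1 input read, which made up 24.8% of peaks in the mAb list and 24.4% in the rAb list. The fewest IP reads that reached the cutoff were 10 in the mAb list, held by 19 sites, and 7 in the rAb list, held by 23 sites. The median over sites with traced reads was 16.5 IP reads in the mAb list (182 sites) and 14 in the rAb list (162 sites). An input of no more than 1 read lay behind 91 of these mAb sites and 50 of these rAb sites.

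To ask where on the transcript DDX5 binds, sites were assigned to annotated regions. Coding sequence held 23.4% of mAb sites (95% interval, 17.7 to 29.9), 46.2% of rAb sites (38.8 to 53.7) and 31.8% of small intestine sites (29.2 to 34.4). Exons of non-coding transcripts held 19.9% of mAb sites, 23.1% of rAb sites and 15.9% of small intestine sites. Proximal introns held 19.9%, 4.40% and 23.1% in the same order, and distal introns 27.4%, 16.5% and 13.6%. The 3′ UTR held 2.49%, 4.40% and 8.22%, and the 5′ UTR 6.97%, 5.49% and 7.12%.

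The share in coding sequence was then compared with that of the other called peaks of the same list. In the mAb list, 47 of 201 sites were in coding sequence, against 8157 of 16254 other peaks (50.2%), an odds ratio of 0.303 (Fisher's exact test, two-sided, p = 1.3e-14). The interval over resampled genes was 0.192 to 0.46. In the rAb list, 84 of 182 sites were in coding sequence, against 5000 of 8964 other peaks (55.8%), an odds ratio of 0.68 (Fisher's exact test, two-sided, p = 0.0104). Here the interval over resampled genes was 0.4 to 1.13, which included 1. The direction depended on the background. Against the merged transcript space of genes with a called peak, introns included, of which 3.11% by length was coding in the mAb list and 3.28% in the rAb list, the odds ratio was 9.50 for mAb and 25.2 for rAb. In the small intestine no other called peaks were listed and this test could not be run. By length, 2.80% of the transcript space of the small intestine genes was coding. These low shares come from counting introns: of the exons alone, 34.9% by length was coding for the genes of the mAb list, 35.1% for rAb and 33.9% for the small intestine. The site shares above count introns too, so they do not compare with these exon shares. Of exonic mAb sites, 47 were in coding sequence, against 14 in 5′ UTR, 5 in 3′ UTR and 40 in non-coding exons. For rAb these were 84 against 10, 8 and 42, and for the small intestine 406 against 91, 105 and 203. In each list, coding sequence thus held more of the exonic sites than of the exon length. Any overlap with coding sequence counted as coding, which raises this part.

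**Figure D1:**
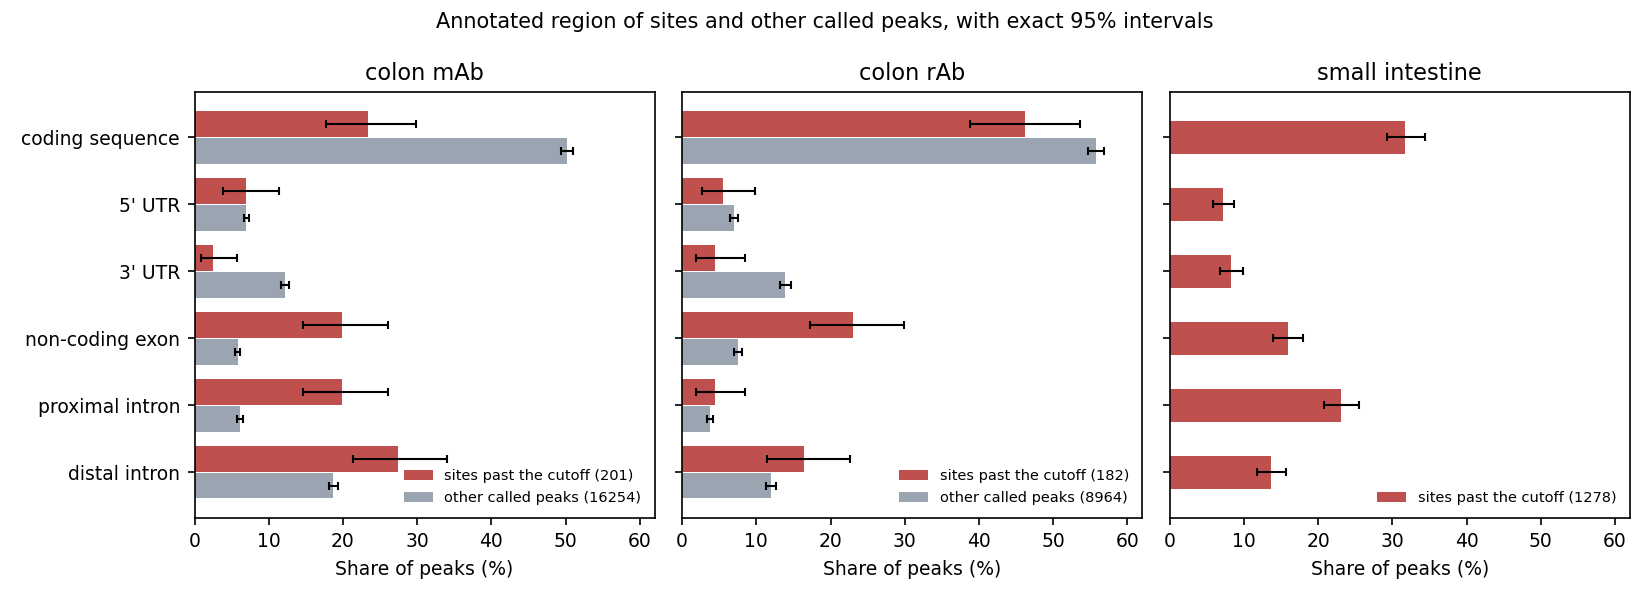
Share of peaks (%) per annotated region in the colon mAb, colon rAb and small intestine lists, for sites past the cutoff (red) and the other called peaks (grey), with exact 95% intervals. Coding sequence held 23.4% of mAb sites against 50.2% of the other peaks, while non-coding exons held 19.9% against 5.80%.

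The 2 colon lists were compared site by site. Of the 201 mAb sites, 76 (37.8%, 95% interval 31.1 to 44.9) overlapped a rAb site, where random draws from the called mAb peaks gave a mean of 2.22 (range 0 to 5). Of the 182 rAb sites, 78 (42.9%, 35.6 to 50.4) overlapped a mAb site, against a mean of 2.48 in draws (0 to 6). Drawing peaks with as many IP reads as the sites raised the mean for mAb to 26.3 (18 to 35), which was still below 76. Across 3291 pairs of overlapping peaks of the 2 lists, Spearman's rho of the log2 folds was 0.743 and Pearson's r was 0.764. A peak can be in more than 1 pair, and peaks are not independent replicates. Among the 269 pairs with a site in at least 1 list, rho was 0.203.

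**Figure D2:**
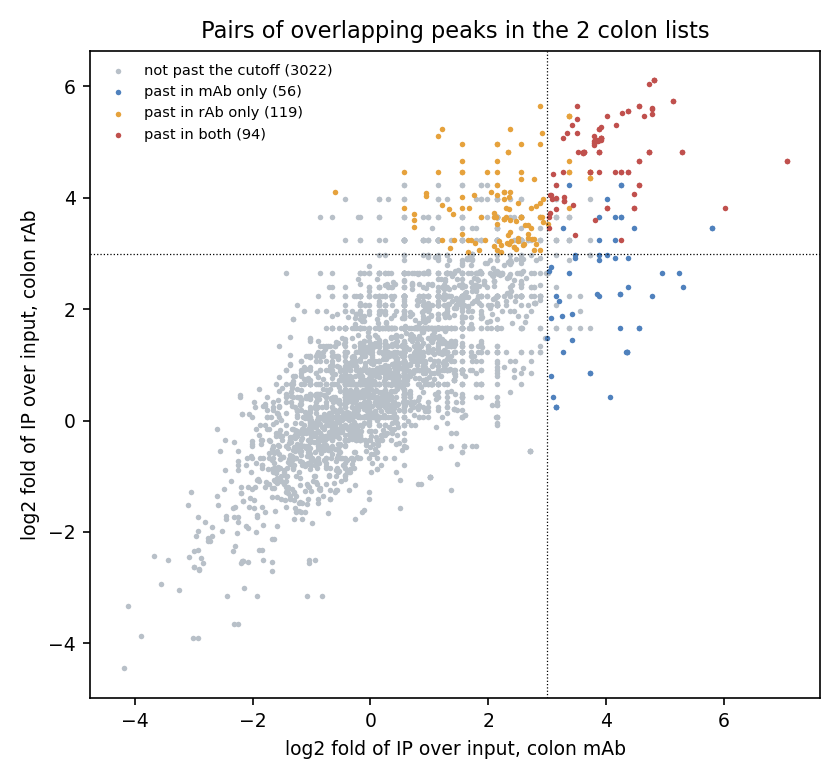
Log2 fold of IP over input for 3291 pairs of overlapping peaks, colon mAb on the x axis and colon rAb on the y axis, coloured by which list put the peak past the cutoff, with dotted lines at a log2 fold of 3. In 94 pairs both peaks were past the cutoff, in 56 only the mAb peak and in 119 only the rAb peak, and repeated values form rows and columns.

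To ask whether DDX5 binds the same transcripts in both tissues, genes with a site were compared. Of the 138 mAb genes, 39 (28.3%, 95% interval 20.9 to 36.5) also had a site in the small intestine, against a mean of 10.4 (5 to 17) for genes drawn from the 5191 called in the mAb list. When genes were drawn to match the IP reads per gene, the mean was 33.2 (25 to 42), and 39 lay within that range. Of the 109 rAb genes, 15 (13.8%, 7.91 to 21.7) were shared, against a mean of 8.97 in draws (4 to 15). Of the 49 genes with sites in both colon lists, 6 were shared. Across overlapping peaks, rho of log2 fold between the small intestine and the colon was 0.486 for mAb (485 pairs) and 0.309 for rAb (262 pairs). Myh9, Cxadr, Myo1e, Sdcbp and Col6a6 were the 5 genes with sites in all lists whose lowest best log2 fold was highest. For Myh9 the best log2 fold was 3.81 in mAb, 3.85 in rAb and 5.15 in the small intestine, and for Cxadr it was 3.51, 5.16 and 3.99. The lowest best log2 fold was 3.15 for Myo1e, 3.09 for Sdcbp and 3.04 for Col6a6.

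The transcripts followed up by the study were C3, a complement component, in the colon and Fabp1, which encodes a fatty acid-binding protein, in the small intestine. Each colon list called 1 peak on C3 (ENSMUSG00000024164.15, minus strand), and it was past the cutoff in both. In the mAb list it lay on chromosome 17 from 57210176 to 57210253, in coding sequence of exon 30 of 41 of ENSMUST00000024988.14, with a log2 fold of 4.47 and a −log10 p of 4.91, from 15 IP reads over 1 input read. The bound strand reads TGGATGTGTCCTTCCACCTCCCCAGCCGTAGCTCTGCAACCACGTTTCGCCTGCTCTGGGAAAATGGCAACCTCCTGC. In the rAb list it ran from 57210176 to 57210249, with a log2 fold of 4.07 and a −log10 p of 7.23, from 16 IP reads over 3 input reads. With a cutoff of 5 for −log10 p, the C3 site was past the cutoff in the rAb list and not in the mAb list. C3 had no listed peak in the small intestine. The paper describes C3 as expressed in colonic and not small intestine IECs, so a missing peak may reflect missing RNA. RNA levels were not analysed here.

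Fabp1 (ENSMUSG00000054422.7, plus strand of chromosome 6) had 3 sites in the small intestine, all overlapping coding sequence of exon 2 of 4 of ENSMUST00000067492.7, and no called peak in either colon list. The first, from 71201617 to 71201668, had a log2 fold of 3.36 and a −log10 p of 10.8, with the sequence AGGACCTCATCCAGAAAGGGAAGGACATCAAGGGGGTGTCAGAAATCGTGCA. The second, from 71201711 to 71201773, had a log2 fold of 3.66 and a −log10 p of 30.5, with the sequence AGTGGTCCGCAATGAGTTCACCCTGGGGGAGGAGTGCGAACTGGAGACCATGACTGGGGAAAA. The third, from 71201774 to 71201781, adjoined it and ended 1 base past the exon, with a log2 fold of 3.43 and a −log10 p of 6.37. None had a log2 fold of 4. By the paper's account Fabp1 is expressed in small intestine IECs only, so its missing colon peaks do not separate binding from expression.

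**Figure D3:**
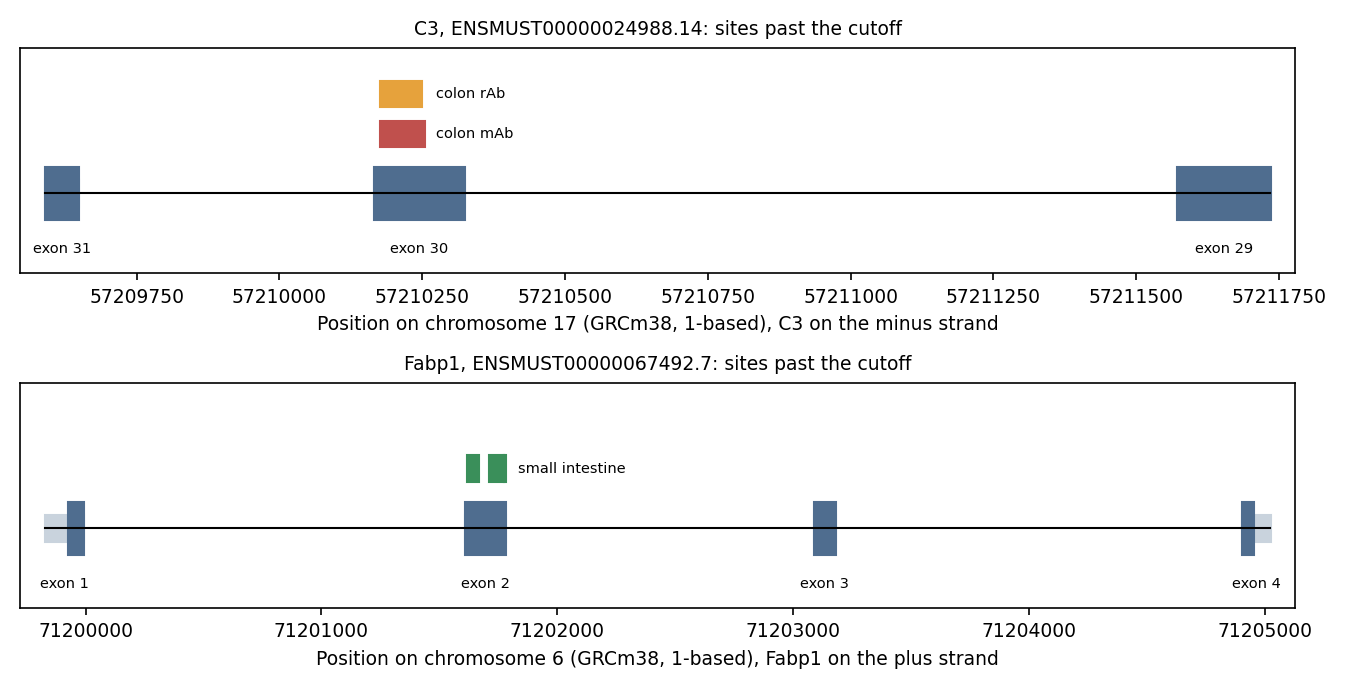
Sites past the cutoff on C3 (chromosome 17, exons 29 to 31) and Fabp1 (chromosome 6, all 4 exons), drawn to scale by position in bases on GRCm38, with coding sequence in dark blue, untranslated sequence in grey and sites above the gene. The C3 sites of the 2 colon lists overlap in exon 30, and the Fabp1 sites of the small intestine overlap exon 2.

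Ahcyl1 had a site in coding sequence in each colon list at a different position, on chromosome 3 from 107672114 to 107672141 in mAb (exon 6, log2 fold 3.47) and from 107673436 to 107673480 in rAb (exon 5, log2 fold 3.35). Shroom3 had 1 mAb site in a distal intron on chromosome 5 from 92902474 to 92902537 (log2 fold 3.37), and none of its 3 rAb peaks was past the cutoff. Neither gene had a listed peak in the small intestine. On Ddx5 itself, 14 peaks were called in the mAb list and 6 in the rAb list, none past the cutoff, with a best log2 fold of 1.89 and 2.65. The small intestine list held none.

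Among the highest log2 folds in the mAb list were those of Mrpl3 (6.02), Trappc9 (5.81) and Me2 (5.73), each from an input of no more than 1 read. The genome holds the end of a sequencing adapter at the Mrpl3 and Trappc9 sites. In the rAb list the 5 leading genes were Gm805 (6.11), Mettl8 (6.05), the 5S ribosomal RNA gene n-R5s158 (5.74), Sumo3 (5.65) and Atr (5.65). In the small intestine they were Prdm13 (9.15), Zfhx3 (8.17), Mthfd1l (7.76), Kpna1 (7.44) and Kcnd3os (7.40). The Prdm13 site lay in coding sequence of exon 4 on chromosome 4 from 21678951 to 21678960.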

Values the study reported

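The study reported 201 DDX5-bound RNA sites in colonic IECs, on 138 transcripts. More than 44% of the colonic sites were placed in coding regions. For the small intestine, 1,276 sites on 466 transcripts were reported. The site on C3 was placed in exon 30.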

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

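The tests in this part were chosen after the pattern was seen, the one on IP reads and the one on ribosomal RNA-like and adapter-like peaks before their own values were, and those on background genes and cutoffs after the odds ratios under these settings were known. The odds ratio for coding sequence, sites against the other called peaks, was lower in the colon mAb list than in the colon rAb list. The difference of the natural log odds ratios was -0.808, and its interval over resampled genes, -1.5 to -0.139, did not include 0. Genes were resampled in each list separately, though 49 genes had sites in both. The intervals in this part therefore ignore that the lists share genes. It is flagged as a difference between 2 groups of the design, with 1 list each.

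Among peaks with traced reads or at the cap, a lower number of reads needed to pass in the rAb library does not account for it. With these peaks of both lists limited to at least 10 IP reads, the difference was -1.45 (-2.18 to -0.647). Peaks with a −log10 p of 0 have no traced reads and were left out, so this does not cover them. Ribosomal RNA-like and adapter-like peaks do not account for it either, since the difference without them was -1.02 (-1.71 to -0.325). The difference was not stable to the background and the cutoff, however. Against other called peaks in genes that also had a site, it was -0.178 (-0.964 to 0.649), and with a cutoff of 1 for log2 fold it was -0.294 (-1.1 to 0.496). With a cutoff of 4 for log2 fold it was -0.582 (-1.47 to 0.217), and against other peaks with both values above 0 it was -0.629 (-1.31 to 0.0583). With −log10 p of 5 (-0.946), merged intervals (-1), protein-coding genes (-0.907), the midpoint of the interval (-0.873) and a background with enough traced IP reads to pass (-1.04), the interval did not include 0.

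The genes that supply the background and the cutoff therefore stay open as sources of the difference. Beside them stand the antibody, which the labels do not tell apart, and any difference between the 2 libraries, since the labels give each antibody 1 CLIP sample. No biological explanation was tested.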

How the results depend on the processing

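Alternatives chosen after seeing the data were the filter on ribosomal RNA-like and adapter-like peaks, the draws and backgrounds matched on IP reads, the region from the authors' deposited table and the stricter cutoffs for C3 and Fabp1. The others were planned.

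Cutoffs moved the counts most. With −log10 p of 5, sites fell to 111 in the mAb list, and with log2 fold of 4 to 104 in mAb, 109 in rAb and 778 in the small intestine. With log2 fold of 1 they rose to 420 and 408 in the colon lists. Genes with a site came to 69 in each colon list with −log10 p of 5, to 71 in each with log2 fold of 4, and to 235 and 221 with log2 fold of 1. With −log10 p of 5, C3 had 0 sites in the mAb list, and with log2 fold of 4, Fabp1 had 0 sites in the small intestine.

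The coding share of sites was 17.3% in mAb, 32.1% in rAb and 17.9% in the small intestine with log2 fold of 4, and 36.3% in rAb with log2 fold of 1. In rAb it was 56.7% for merged intervals and 56.6% in protein-coding genes, and in the small intestine 37.1% in protein-coding genes. The odds ratio for coding sequence in mAb stayed below 1 with p under 0.05 in 10 of 11 alternatives (0.209 to 0.372) and reversed to 9.50 against transcript length. In rAb it was less stable. It stayed below 1 with p under 0.05 in 6 of 11 alternatives, and was furthest from 1 at 0.374 with log2 fold of 4, 0.407 against peaks of the same genes and 0.438 with log2 fold of 1. It lost its p under 0.05 for merged intervals (0.908), in protein-coding genes (0.897) and against peaks with enough traced IP reads (0.885), and reversed to 25.2 against transcript length. Without ribosomal RNA-like and adapter-like peaks no difference was left in rAb, with an odds ratio of 1.01 (Fisher's exact test, two-sided, p = 1). The reversal against length follows from its construction, since 3.11% of that space is coding in mAb, where 50.2% of the other called peaks are. The cause of the other changes was not tested, apart from those in the next part.

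The overlap of mAb sites with rAb sites was 48 with −log10 p of 5, 30 with log2 fold of 4, 229 with log2 fold of 1, 50 for merged intervals and 123 when any called rAb peak counted. Without ribosomal RNA-like and adapter-like peaks it was 53. In each case it lay above the range of the draws. The ratio of the observed overlap to the mean of the draws moved to 55.0, 22.4 and 3.36 with −log10 p of 5, with log2 fold of 1 and with any called rAb peak, and to 2.88 when draws matched the IP reads. Genes shared by small intestine and mAb came to 23, 17 and 63 under the same 3 cutoffs, to 15 with the rAb list and to 6 with genes of both colon lists. Their ratio to the draws was 1.67 for rAb, 1.17 when draws matched the IP reads per gene and 1.24 when they matched the most IP reads of any peak of the gene. The matched draws were corrected after a first run that had treated peaks without traced reads as the deepest ones, and in both runs the 39 shared genes lay within the range. Over all 198 alternatives of all results, 131 kept the call or kept the value within a set tolerance, and 61 moved it. A further 3 weakened it and 3 put it on the other side of no change, counting the 1.01 above. The tolerance was a fixed fold for counts and ratios, and the interval of the main value for shares and correlations. It was wide: 158 mAb sites after merging, against 201, counted as kept. Spearman's rho between the colon lists was 0.203 among pairs with a site and 0.774 for reciprocal overlap of 50%.

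Leaving out a small intestine replicate was not run, because the list used gives no values per replicate. No paired analysis was possible because the shared replicate numbers belong to small intestine libraries that the list merges. The looser cutoff could not be applied to the small intestine list, and a background called in both tissues was not run, since every listed small intestine gene has a site. No list held mitochondrial peaks, so leaving that chromosome out changed nothing. The read numbers behind colon sites limit how finely folds can be ranked: the smallest site in the mAb list rests on 10 IP reads.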

Other observations

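The tests of whole reads, of adapter and ribosomal RNA matches and of purine-rich hexamers were chosen after the result was seen, and the IP read minimum, the filter on ribosomal RNA-like and adapter-like peaks and the matched draws after the data were examined but before their own values were. The coding share of mAb sites here was 23.4%. That is lower than the value quoted from the study above. The rAb list gave 46.2%. The 201 sites on 138 transcripts in the study equal the mAb counts here. The text of the study does not name the list or the region rule behind its coding share. The share here counts sites in introns, which held 40 (proximal) and 55 (distal) mAb sites. Exonic mAb sites were 47 in coding sequence, 14 in 5′ UTR, 5 in 3′ UTR and 40 in non-coding exons. A coding share of exonic sites alone would be higher than 23.4%. A total without introns is thus a candidate for the gap, and its source is not settled.

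The lower coding share of mAb sites, compared with the other called peaks, was not removed by these tests. Against peaks with enough traced IP reads to pass, the odds ratio was 0.314. Peaks with a −log10 p of 0 have no traced reads and were left out of that background, whatever their depth. Without ribosomal RNA-like and adapter-like peaks it was 0.363, and the upper bound over resampled genes was 0.46. In the rAb list each of these could account for the difference: the values were 0.885, 1.01 and an upper bound of 1.13. Against peaks of the same genes, however, the rAb odds ratio was 0.407. A preference for non-coding sequence in the mAb library stays open as a hypothesis, beside unmeasured differences between the IP and input libraries.

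The colon values are ratios of small whole reads. In the list with the lower share, 99.4% of peaks were given back by whole reads. Reading the commonest fold as 2 or as 4 IP reads gave back at most 9.68% in either list. In the mAb list 92.4% of the other called peaks with traced reads had fewer than 10 IP reads, fewer than any site with traced reads.

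The end of a sequencing adapter was found in the genome at 4 of 158 merged mAb sites and at 0 of 14763 other merged peaks (Fisher's exact test, two-sided, p = 1.21e-08), on Mrpl3, Trappc9, Ak7 and 4930438A08Rik. In rAb it was at 2 of 134 sites and 2 of 7724 other peaks, and in the small intestine at 0 of 1026. At the Mrpl3 site the match began at the first base of the site, and at the Ak7 site 1 base after it. Adapter sequence left in reads and placed at look-alike positions is a candidate source of these sites, which include 2 of the 5 leading mAb genes. The C3 and Fabp1 sites had no such match.

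Ribosomal RNA-like sequence was at 5.70% of merged mAb sites against 0.664% of other merged peaks (Fisher's exact test, two-sided, p = 1.97e-06), and at 8.21% against 0.686% in rAb (Fisher's exact test, two-sided, p = 8.09e-09). Ribosomal RNA reads left after the repeat filter may be the source. Of the sites at the cap of −log10 p, 15 of 19 in mAb and 18 of 20 in rAb were ribosomal RNA-like, against 2 of 93 in the small intestine. Ribosomal RNA bound by DDX5 was not excluded.

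The genes shared by small intestine and mAb exceeded unmatched draws, but matching genes on IP reads gave a mean of 33.2, near the 39 observed. The number of IP reads per gene may therefore account for most of the sharing. IP reads hold both the abundance of the RNA and its binding, and these were not separated.

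In the small intestine, 146 of the 403 coding sites long enough for the test (36.2%) held at least 1 of 6 purine-rich hexamers (GAAGAA or GGAGGA in any register). Windows drawn from the coding sequence of the same genes gave a mean of 106.1 (90 to 122), and 0 of 1000 sets of windows reached 146. The hexamers were chosen from these same sites, which by itself raises their number above the draws. The composition of the coding sequences and a sequence preference of DDX5 therefore cannot be told apart here.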
